# PeakMatcher facilitates updated *Aedes aegypti* embryonic *cis*-regulatory element map

**DOI:** 10.1186/s41065-021-00172-2

**Published:** 2021-01-28

**Authors:** Ronald J. Nowling, Susanta K. Behura, Marc S. Halfon, Scott J. Emrich, Molly Duman-Scheel

**Keywords:** *Aedes aegypti*, AaegL5, Functional genomics, Cis-regulatory elements, FAIRE-Seq

## Abstract

**Background:**

The *Aedes aegypti* mosquito is a threat to human health across the globe. The *A. aegypti* genome was recently re-sequenced and re-assembled. Due to a combination of long-read PacBio and Hi-C sequencing, the AaegL5 assembly is chromosome complete and significantly improves the assembly in key areas such as the M/m sex-determining locus. Release of the updated genome assembly has precipitated the need to reprocess historical functional genomic data sets, including *cis*-regulatory element (CRE) maps that had previously been generated for *A. aegypti.*

**Results:**

We re-processed and re-analyzed the *A. aegypti* whole embryo FAIRE seq data to create an updated embryonic CRE map for the AaegL5 genome. We validated that the new CRE map recapitulates key features of the original AaegL3 CRE map. Further, we built on the improved assembly in the M/m locus to analyze overlaps of open chromatin regions with genes. To support the validation, we created a new method (PeakMatcher) for matching peaks from the same experimental data set across genome assemblies.

**Conclusion:**

Use of PeakMatcher software, which is available publicly under an open-source license, facilitated the release of an updated and validated CRE map, which is available through the NIH GEO. These findings demonstrate that PeakMatcher software will be a useful resource for validation and transferring of previous annotations to updated genome assemblies.

## Introduction

The *Aedes aegypti* mosquito, vector of the viruses responsible for the yellow, dengue, chikungunya, and Zika fevers, is a significant threat to global human health. *A. aegypti* is widespread throughout Africa, the Americas, and Asia, threatening a large fraction of human populations [5].

Although originally sequenced in 2007, a chromosome-complete assembly of the *A. aegypti* genome was produced only recently. Matthews, et al. [18] combined long-read PacBio and chromosome conformation capture (Hi-C) sequencing technologies using a new de novo assembly method recently introduced by Dudchenko, et al. [7] to generate a chromosome-complete assembly (AaegL5) for *A. aegypti*. The updated assembly substantially reduced sequence (by ~ 100 mb) and gene duplication (1463 genes previously annotated as paralogs were collapsed). Accuracy and completeness of gene models were increased, resulting in 915 additional genes with > 80% coverage when compared to the respective orthologs of these genes in *Drosophila melanogaster* and the identification of additional chemosensory receptors. The new assembly also improved the fidelity of the M/m locus which will be important to unraveling the underlying mechanisms of sex determination in *A. aegypti*.

*Cis*-regulatory elements (CREs) and the tissue- and developmental-specific chromatin accessibility patterns associated with these regions control gene expression. Mapping CREs and monitoring differences in the state of the chromatin accessibility to these elements is critical to gaining a full and complete understanding of gene expression. For example, differences in chromatin accessibility are associated with *Plasmodium falciparum* infection [27] and immune response [23] in the malaria vector *Anopheles gambiae*, developmental stage in *D. melanogaster* [20], regulation of silk protein genes in *Bombyx mori* [33, 34].

In 2016, Behura et al. [3] performed FAIRE-Seq (Formaldehyde-Assisted Identification of Regulatory Elements combined with next-generation sequencing) [9] on whole embryos to map CREs in the *A. aegypti* genome. FAIRE-Seq identifies open chromatin regions enriched with CREs [9, 13, 20, 29]. Compared with other techniques, FAIRE-Seq requires relatively small amounts of raw genetic material, demonstrates low technical variability, and is associated with a relatively straightforward experimental protocol [19, 28, 30, 31]. A subset of FAIRE peaks was confirmed in vivo to demonstrate enhancer-like activity in *D. melanogaster* reporter assays [3, 21]. Subsequently, the FAIRE data were used to identify CREs associated with expression of olfactory receptor neurons in *A. aegypti* [21]. Despite the value of the FAIRE-seq data set and the AaegL5 genome assembly to the mosquito research community, the embryonic CRE map which had been generated could not be viewed without reprocessing the FAIRE-seq data set for the updated *A. aegypti* genome assembly.

We reprocessed the raw FAIRE sequencing data to create a de novo annotation of CREs in the AaegL5 assembly. As part of that effort, we developed and open-sourced a new tool, PeakMatcher, to match DNA enrichment assay peaks called from the same sequencing data across different genome assembly versions. We applied PeakMatcher to create a list of corresponding peaks from the AaegL3.4 and AaegL5 CRE maps. Using the peak mapping, we confirmed that 14 of 16 experimentally validated peaks in Behura, et al. [3] and [21] were reconstructed in the latest genome assembly (AaegL5, [18]). Our updated and validated CRE map is publicly available through the NIH GEO (GSE162150). We anticipate that PeakMatcher will be useful for validating DNA enrichment assay (e.g., ChIP-Seq, DNase-Seq, or STARR-Seq) annotations across two genome assemblies.

## Results and discussion

### FAIRE peaks properties consistent across *Aedes aegypti* genome versions

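FAIRE-seq recovers the DNA that stays free of crosslinked protein, so that reads gather at open chromatin such as promoters and enhancers. The samples were whole *A. aegypti* embryos of 49 to 51 h after egg laying, from 3 biological replicates. The paper gives 382611452, 341380350 and 296902904 reads for the replicates, of which 171583885, 145715076 and 142034403 were left after filtering of the AaegL5 alignments and 179608283, 152618302 and 148862656 after filtering of the AaegL3 alignments. The paper gives mean read lengths of 97, 96 and 97 bp, while the sample labels give 50 bp and about 150 M reads per replicate. The authors pooled the 3 alignments before they called peaks with MACS2 and used no control, so each list holds 1 set of peaks with no replicate values, and no spread between replicates can be given for any number below. For each peak the deposited lists give its start and end, a fold enrichment, a −log10 p and a −log10 q. The AaegL3 list was used as deposited. In the AaegL5 list used here the digit 3 occurs 0 times and the digit 5 occurs 1364777 times, and chromosome 3 carries the label 5. All 128307 peak names equal their place in the list once 3 is replaced by 5, and 11613 peaks end before they start as printed. Each 5 in that list was therefore read as a 3 or a 5, and the readings were kept that leave peaks in order, apart from each other and 550 to 7000 bp wide. The start was open by at most 25 bp for 74.4% of peaks and by at most 2500 bp for 98.2%, and the −log10 p was open by at most 0.1 for 99.2%. AaegL5 values that need exact positions are means over 20 random readings of the list, weighted by how common each peak width was. In a trial on the AaegL3 list with the same replacement, the mean width of 124957 peaks came back as 1134 bp against a true 1128 bp.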

We called 128,307 FAIRE peaks for AaegL5 [18] and compared the peaks against the previously called peaks for AaegL3 [22] from Behura et al. [3]. Peaks were called using the same parameters (extent size of 550, no shifting, *p*-value < 0.01 with no FDR control, and the same estimated mappable genome size used in [3]) to reduce bias in the comparison. 

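Chromosome 1 carried fewer FAIRE peaks for its length than chromosomes 2 and 3. The list held 29656 peaks on chromosome 1, which is 23.1% of all peaks (exact 95% binomial interval 22.9 to 23.3%). Chromosome 2 held 52886 peaks, or 41.2% (40.9 to 41.5%), and chromosome 3 held 44438 peaks, or 34.6% (34.4 to 34.9%). These intervals cover counting error only. The last peak or RefSeq gene of each chromosome ends at 310.8 Mb, 474.4 Mb and 409.8 Mb. By this length chromosome 1 makes up 26.0% of the 3 chromosomes, chromosome 2 39.7% and chromosome 3 34.3%. The density was 95.4 peaks per Mb on chromosome 1, 111.5 on chromosome 2 and 108.4 on chromosome 3. RefSeq genes were also fewest per Mb on chromosome 1, at 14.1, against 15.1 on chromosome 2 and 15.8 on chromosome 3. The median −log10 p was 7.67, 7.52 and 7.54 in the same order. A further 1322 peaks lay on contigs outside the chromosomes and 5 on the mitochondrial genome, together 1.03% of the list.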

23.1, 41.2, and 34.6% of the AaegL5 peaks were located on chromosomes 1, 2, and 3 respectively, while the remaining 1.1% peaks were located on non-chromosome contigs.

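FAIRE peaks had similar widths in the assemblies. Peaks of the re-processed AaegL3 list were 1128 ± 562 bp wide (SD over peaks), with a median of 960 bp and a range from 550 to 6143 bp. Those of AaegL5 were 1144 ± 570 bp wide, with a median of 972 bp. The open digits allow a mean AaegL5 width anywhere from 1102 to 1498 bp. The median −log10 p was 7.39 in AaegL3 and 7.54 in AaegL5, and the top decile of peaks lay above 17.4 in each list. The median fold enrichment over the background was 1.85 in AaegL3 and between 1.87 and 1.88 in AaegL5. A q of 0.05 or more was found for 3 peaks of AaegL3 and 1 peak of AaegL5, although the authors called peaks by p alone. These strengths are the authors' values and describe each list by itself, so no difference in strength between the assemblies is drawn from them.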

Summary statistics of FAIRE peaks were largely in agreement for both of the genome versions considered (see Table 1). The distributions of FAIRE peaks across AaegL5 and AaegL3 were consistent (see Fig. 1) even though AaegL5 is 106 Mbp smaller, in part because of reduced duplication [18]. 

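Against the re-processed AaegL3 list of 124959 peaks, AaegL5 held 3348 more peaks. Both lists lost a similar share when only strong peaks were kept. With a −log10 p of at least 5, 81.4% of AaegL3 peaks (101745) and 82.0% of AaegL5 peaks (105191) remained, a difference of 3446 peaks. The peaks of AaegL3 do not overlap and covered 141.0 Mbp. Those of AaegL5 covered 146.8 Mbp by the weighted reading, 5.80 Mbp more, with 141.4 and 192.2 Mbp as the least and the most that the open digits allow. In the trial on the AaegL3 list the recovered mean width was 0.53% above the true one. Part of the 5.80 Mbp may therefore come from the recovery.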

We were able to call an additional 6712 FAIRE peaks for AaegL5 that covered an additional 4.8 Mbp of the genome. 

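As a share of the assembly, FAIRE peaks covered 10.1% of the 1401 Mb of AaegL3 and 11.3% of the 1295 Mb of AaegL5, 1.27 percentage points more. The open digits of the AaegL5 list allow a share from 10.9 to 14.8%, so the lowest possible value still lies above that of AaegL3. The smaller assembly raises the share by itself: at the lowest reading AaegL5 peaks covered only 0.425 Mbp more than AaegL3 peaks. Among peaks with a −log10 p of at least 5 the shares were 8.78% and 9.92%.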

FAIRE peaks covered an additional 1.2 percentage points (pp) of the fraction of the total genome (see Fig. 1). Increased coverage was observed primarily in exons (5.6 pp) and TSSs (7.9 pp), while coverage of introns (0.9 pp) and intergenic regions (0.3 pp) did not change substantially (see Fig. 1). In turn, enrichments of exons and TSSs were higher in AaegL5 (> 2.5X and > 3.4, respectively; see Fig. 1). 

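FAIRE peaks gathered at the ends of AaegL5 genes and were only slightly more common within genes than between them. Within 500 bp outside the ends of RefSeq genes, 30.3% of bases were covered by FAIRE peaks, against 12.2% of chromosomes 1 to 3 as a whole. This is 2.49 times the covered share of these chromosomes, and 2.50 times the mean of 1000 circular permutations, in which the windows were shifted along the chromosomes (two-sided permutation p = 0.002, the smallest that these shifts can give when the smaller tail is doubled). Ends of protein-coding genes were covered to 34.0% (2.80 times the shifted windows, permutation p = 0.002). Ends of lncRNA genes were covered to 16.7% (1.38 times, permutation p = 0.002), and ends of tRNA genes to 30.7% (2.52 times, p = 0.002). Ends of pseudogenes were covered to 11.8%, which was not distinguishable from shifted windows (0.97 times, permutation p = 0.869). Gene spans were covered to 12.8% (1.06 times, permutation p = 0.002) and the sequence between genes to 11.3% (0.93 times, p = 0.002). When only gene spans and stretches between genes covered to at least 10% counted, a rule that lowers shifted positions as well, their values were 11.0% and 8.84%, which is 0.904 and 0.727 times the covered share of the chromosomes and 1.08 and 0.869 times shifted positions. Coverage at protein-coding genes was highest just inside the gene end and fell to 7.45% at 3375 bp outside it. The gene table used here gives no strand and no exons, so windows were placed at both ends of a gene and only 1 of them holds the TSS. With windows of 2500 bp the enrichment fell to 1.26 times.

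**Figure D1:**
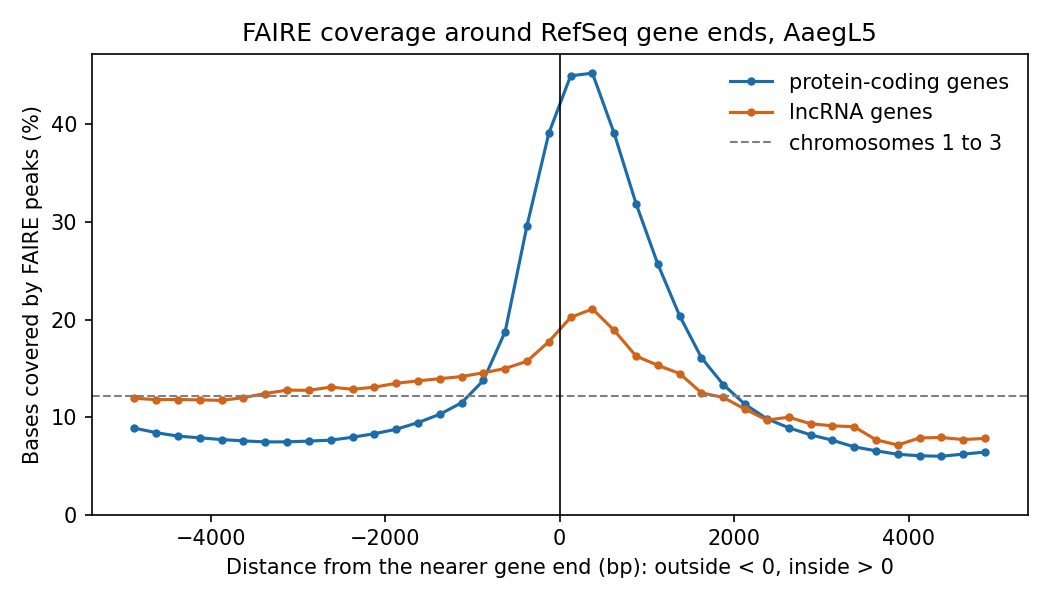
Share of bases covered by FAIRE peaks (%) in bins of distance (bp) from either end of RefSeq genes on chromosomes 1 to 3 of AaegL5, with distances outside the gene below 0. Each point is a mean over all gene ends long enough to hold the bin, and the dashed line is the covered share of the chromosomes. Protein-coding genes reach 45.3% at 375 bp inside the gene end and lncRNA genes 21.1%.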

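Protein-coding genes had a FAIRE peak at an end more often than lncRNA genes. Of 13601 protein-coding genes, 8875 (65.3%, exact 95% interval 64.4 to 66.1%) had a peak with at least 10% of its length within 500 bp outside either end, against 27.6% after the genes were shifted along their chromosomes. Of 3331 lncRNA genes, 1149 did (34.5%, 32.9 to 36.1%, and 26.1% after shifting). The odds ratio of lncRNA against protein-coding genes was 0.28 (Fisher's exact test, two-sided, p = 5.23e-227), although neighbouring genes are not independent. Of 858 tRNA genes, 399 had such a peak (46.5%, and 20.6% after shifting), and of 244 pseudogenes, 60 did (24.6%, and 26.4% after shifting). Strong peaks lay at gene ends more often than weak ones. In the strongest decile of peaks, with a median −log10 p of 24.3, 26.8% touched a 500 bp window at the end of a protein-coding or lncRNA gene, and in the weakest decile 4.75% did. The difference of 22.0 percentage points was larger in absolute size than in any of 10000 permutations (two-sided p = 0.0001, the smallest they can give). The share was higher in each decile than in the next weaker decile. Strong peaks were also wider: with a −log10 p of at least 5 the mean width was 1221 bp, against 1144 bp for all AaegL5 peaks. A wider peak reaches a window more easily. Width was not held equal, so part of the difference may come from it. When the summit of the peak had to lie in the window, 27.5% of protein-coding and 11.9% of lncRNA genes had a peak. After shifting, 10.4% of each class did, so lncRNA genes lay little above shifted positions by this rule. The difference between the classes was smaller with windows of 2500 bp, where 75.9% of protein-coding and 62.4% of lncRNA genes had a peak (odds ratio 0.53). After shifting, these shares were 55.3% and 55.4%.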

FAIRE enrichment of TSSs is consistent with observations in other species [9, 29].

**Table 1:** Genome, Element, and FAIRE Peak Statistics. We calculated the indicated statistics about the two *A. aegypti* genome assemblies, gene sets, and FAIRE peaks

	AaegL3 (Behura, et. al.)	AaegL5 (Us)
**Genome Size**	1401 Mb	1295 Mb
**Gene Coverage (% of bp)**	20.5%	52.4%
**Gene Count**	15,799	14,677
**Gene Width (bp)**	18,198 ± 32,107	46,727 ± 107,809
**Exon Coverage**	2.14%	3.17%
**Exon Count**	71,853	211,311
**Exon Width (bp)**	448 + 558	474 + 705
**Intron Coverage**	18.37%	49.4%
**Intron Count**	49,069	62,581
**Intron Width (bp)**	5182 ± 11,530	10,102 ± 27,245
**Promoter Coverage**^a^	0.56%	0.57%
**Promoter Count**^a^	15,762	14,658
**Mapping Rate**		77.47%
**FAIRE Genome Coverage (Mbp)**	142.9 Mbp	147.6 Mbp
**FAIRE Genome Coverage (%)**	10.2%	11.4%
**FAIRE Peak Count**	121,595	128,307
**FAIRE Peak Width**	1228 ± 562	1138 ± 562

Notes: ^a^We removed promoter windows that extended past the end of a scaffold

**Fig. 1:**
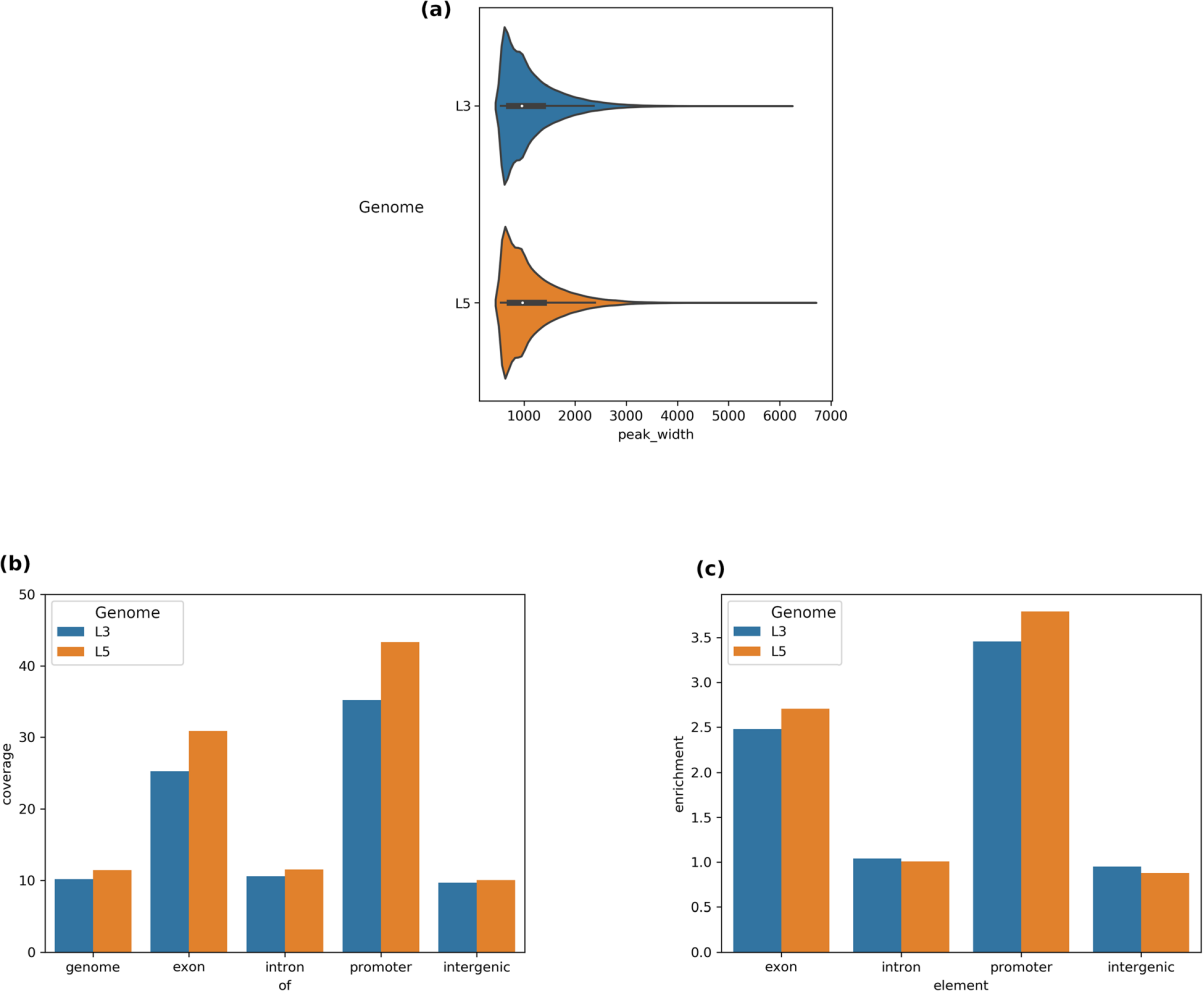
Comparison of FAIRE Peak Characteristics Across the Two *A. aegypti* Genome versions. **a** distributions of peak widths (bp), **b** coverage (percentage of bp) of genomic elements by FAIRE peaks, and (**c**) enrichment of genomic element coverage (multiples of bp) versus expectation assuming uniform distribution of FAIRE peaks

### PeakMatcher method

We created a new method and software package called PeakMatcher for matching peaks from the same experiment across different genome assemblies. PeakMatcher is targeted towards cases where the same DNA enrichment assay data is being compared across two assembly versions. BEDTools [25, 26] and similar tools focus on analysis of overlaps of coordinate intervals, but this is not appropriate when two different genome assembly versions have very different coordinate systems. PeakMatcher uses aligned sequencing reads that are common to peaks in both genomes to match the peaks. It is an alternative to approaches based on whole-genome alignments (e.g., using MUMmer [17] or liftOver [12]).

We initially attempted to match peaks across the two *A. aegypti* genome assemblies based on whole-genome alignments, but we were only able to successfully find matches for ~ 40% of the peaks (data not shown). As we did not have access to the original AaegL3 alignments, we re-generated the alignments and re-processed the peaks. We validated the re-processed AaegL3 peaks against the original peak list distributed by Behura et al. [3]. 

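Each of the 16 enhancers of the original list that had been tested in transgenic reporter assays was overlapped by a peak of the re-processed AaegL3 list. Random intervals of the same widths, placed 1000 times on scaffolds with peaks, gave 2.97 overlaps on average and 8 at most (permutation of positions, one-sided p = 0.001, the smallest that the placements can give). Both lists were called from the same reads, so overlap above random positions was largely fixed in advance. It is no independent support for the enhancers. Peak borders moved little for most of them: the start moved by a median of 29.5 bp and at most 279 bp, and the end by a median of 29.5 bp. In 13 of the 16, each interval covered at least 50% of the other. The exceptions were re-processed peaks that reached further: on supercont1.911 the peak ran from 297845 to 300096 and ended 1506 bp later than the original, on supercont1.671 it ran from 130251 to 132397, and on supercont1.174 from 341078 to 342645. The enhancers differed widely in strength, and 11 of the 16 lay above the median of the list. Their median −log10 p was 9.39 and their median percentile in the list 66.6. The strongest, on supercont1.160 from 604309 to 605765, had a −log10 p of 51.5, and the weakest, on supercont1.1782 from 39030 to 39916, had a −log10 p of 4.67.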

We then matched peaks across the two genome versions using our PeakMatcher method. PeakMatcher was able to match 73.7% of the 124,959 re-processed AaegL3 peaks to 78.9% of the 128,307 AaegL5 peaks. The distributions of matched and all AaegL5 peaks were similar; 22.7, 40.5, and 35.8% of the matched peaks were located on chromosomes 1, 2, and 3 respectively, while the remaining 1.1% peaks were located on non-chromosome contigs.

Methods for combining long read and/or chromosome capture sequencing with next-generation sequencing can generate vastly improved and chromosome-complete assemblies. Fueled by these recent leaps in capability, we anticipate that a number of genomes will be re-sequenced and re-assembled. Functional genomics data sets will need to be reprocessed for use with the reassembled genomes. We anticipate that PeakMatcher will be a useful resource for transfer and validation of previous annotations to updated assemblies.

### Experimentally validated peaks matched across genome versions

Sixteen AaegL3 FAIRE peaks were previously demonstrated to act as enhancers in transgenic insect reporter assays [3, 21]; 14 of these 16 AaegL3 peaks were matched to peaks in AaegL5 by PeakMatcher (see Table 2). 

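The matched enhancers that ranked highest in the AaegL3 list also ranked high in the AaegL5 list. All 15 AaegL5 coordinates of Table 2, which belong to 14 distinct peaks, occur in the AaegL5 list once 3 is replaced by 5. The enhancer on AaegL3 supercont1.160, with a −log10 p of 51.5, matched the peak on chromosome 1 from 150742157 to 150743754, with a −log10 p of 55.4. The enhancer on supercont1.551 had a −log10 p of 43.4. Of its 2 matches, the peak on chromosome 1 from 3572117 to 3573959 had a −log10 p of 42.3 and the same width of 1843 bp, while the peak on chromosome 3 from 315077385 to 315078301 had a −log10 p of 7.87. The enhancers on supercont1.2641 and supercont1.381, with peak widths of 833 and 903 bp and −log10 p of 13.3 and 7.08, share 1 AaegL5 peak on chromosome 2 from 112926535 to 112928916, which is 2382 bp wide with a −log10 p of 26.1. Over the 14 matched enhancers, each with the match whose nearby genes agree in Table 2 where there were several, Pearson's r of the −log10 p between assemblies was 0.913 (permutation p = 0.00013, Benjamini-Hochberg adjusted 0.00052) and Spearman's rho was 0.766 (permutation p = 0.00213, adjusted 0.00426). Without the 2 enhancers farthest from the median, r was 0.576 (permutation p = 0.0289). For the fold enrichment on the log2 scale, r was 0.70 (permutation p = 0.00475, adjusted 0.0048) and rho was 0.717 (permutation p = 0.0048, adjusted 0.0048), and the adjustment is over these 4 relations. Over all 15 pairs of Table 2, with both matches of supercont1.551, r of the −log10 p was 0.701 (permutation p = 0.00886) and rho was 0.587 (permutation p = 0.0238). Values are the authors' own within each list, and the enhancers that share a peak are not independent. Both lists also come from the same reads, so the relation is no independent support for the matches. The enhancers without a match, on supercont1.174 and supercont1.1782, had a −log10 p of 9.44 and 4.67 in AaegL3. The matches themselves rest on shared reads, which were not analysed here. From the 14 matches the paper states that these enhancers were recovered in the later assembly, and it also checked each match by its nearby genes.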

Adjacent genes were consistent for 12 of the 14 matched peaks; inconsistencies for at least two of the three remaining peaks were clearly attributable to differences in the assemblies considered here (data not shown).

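Most AaegL5 peaks that matched an enhancer overlapped the span of a protein-coding RefSeq gene. Of the 14 distinct peaks, 11 overlapped a gene span and 4 of these crossed a gene end. Spans of protein-coding genes make up 55.4% of chromosomes 1 to 3, and the share of all peaks that overlap them was not computed. The overlap is therefore not shown to be particular to the enhancers. The peak on chromosome 1 from 150742157 to 150743754 crossed the end of LOC5566637 (150540429 to 150742762), and the peak on chromosome 2 from 190755245 to 190756471 crossed the end of LOC5575611 (190755986 to 190760248). The peak shared by a pair of enhancers on chromosome 2 crossed the end of LOC5571690 (112911976 to 112928549). Other peaks lay deep inside long genes, such as that on chromosome 1 from 121501671 to 121502551, whose midpoint is 118893 bp from the nearer end of LOC5567734 (120839505 to 121621003). For the 2 matches whose nearby genes differ in Table 2, the peak on chromosome 2 from 22088422 to 22089581 lay within LOC5571276 (22079030 to 22100879), and the peak on chromosome 3 from 368086710 to 368088017 lay 546 bp from LOC5564581 (368068601 to 368086163). The chromosome 3 match of the enhancer on supercont1.551 was farthest from a gene, 17603 bp from LOC5567364. RefSeq symbols are given because the gene table used here pairs no VectorBase identifiers, and whether a peak lies in an exon or an intron was not analysed here.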

**Table 2:** FAIRE Peaks Matched Across Aedes Genome Versions. We compiled a list of 16 AaegL3 peaks experimentally validated to have enhancer-like properties using transgenic reporter assays from Behura, et al. [3] and Mysore, et al. [21]. AaegL3 peaks were matched to corresponding AaegL5 peaks using PeakMatcher by finding sequencing reads overlapping both pairs of peaks. Each match peaked was further validated by comparing the local genes in the AaegL3 and AaegL5 assemblies

AaegL3 Peak	Matching AaegL5 Peaks	Nearby Genes Agree
supercont1.2641:1068–1902	2:112926534–112,928,916	Yes
supercont1.381:720103–720,682	2:112926534–112,928,916	Yes
supercont1.551:501192–503,018	3:315077384–315,078,301, 1:3572116–3,573,959	Yes (chromosome 1 peak)
supercont1.174:341062–341,799	No match	
supercont1.237:1279560–1,280,173	3:305593808–305,594,529	Yes
supercont1.16:273854–274,851	3:246347420–246,348,664	Yes
supercont1.160:604315–605,761	1:150742156–150,743,754	Yes
supercont1.440:550819–551,917	1:310314461–310,315,597	Yes
supercont1.128:2089446–2,090,042	2:377442633–377,443,669	Yes
supercont1.911:297903–298,590	2:22088421–22,089,581	No (hex2)
supercont1.635:654750–655,775	2:190755244–190,756,471	Yes
supercont1.1782:38974–39,907	No match	
supercont1.671:130269–131,236	3:53452438–53,454,623	Yes
supercont1.199:700946–702,158	1:121501670–121,502,551	Yes
supercont1.54:975577–976,601	3:368086709–368,088,017	No (onecut)
supercont1.123:863985–864,746	1:220758917–220,759,600	Yes

### FAIRE peak coverage of TSSs associates with gene expression

FAIRE peaks indicate nucleosome-depleted regions associated with regulatory activity. We compared the overlap of FAIRE peaks with 500 bp windows upstream (downstream for negative strand) of transcription start sites with genes indicated to be expressed by RNA-Seq [2]. TSSs for 6611 (65.5%) of the 10,089 genes with increased and 1484 (32.4%) of the 4587 genes with decreased differential expression were overlapped by FAIRE peaks. The differences in frequencies are statistically significant (*p*-value < 10^− 100^, χ^2^ test of independence). We concluded that the FAIRE peaks successfully identify active promoters, consistent with observations in other species [9].

### *M/m* locus

For the first time, a high-quality assembly of the M/m locus is available through the AaegL5 genome of *A. aegypti,* in which a dominant M locus establishes the male sex (male genotype = *M/m;* female genotype = *m/m* [18];). 

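FAIRE peaks were unevenly spread over the M/m locus. Between 150716898 and 152949239 on chromosome 1, the region of Table 3, the list held 151 peaks, or 67.6 per Mb, covering 8.37% of it against 10.9% of chromosome 1. The stretch up to 151.68 Mb held 115 peaks (119 per Mb), and the stretch from 151.68 to 152.95 Mb held 36 (28.3 per Mb). Among random windows of the same length on chromosomes 1 to 3, the region of Table 3 lay at percentile 4.59 for its number of peaks, where the median window held 240 (permutation of positions, two-sided p = 0.0935), so its number of peaks was not distinguishable from that of other windows. Among windows of chromosome 1 alone it lay at percentile 16.2, with a median of 222 peaks (permutation of positions, two-sided p = 0.3275). The narrower stretch lay at percentile 0.33 among windows of its own length, where the median was 137 peaks (permutation of positions, two-sided p = 0.0068). The median −log10 p of the peaks called in it was 12.4, against 7.67 on the rest of chromosome 1. Only called peaks enter this median, and peaks of the strongest decile numbered 10.2 per Mb in the narrower stretch against 10.3 on the rest of the chromosome, so these medians were not compared as strengths. Of 9 protein-coding RefSeq genes in the region of Table 3, 6 held a peak, and in the narrower stretch 2 of 5 did. Table 3 of the paper lists only *Nix* and *myo-sex* as protein-coding genes with overlaps, counted by TSS windows and introns. Here the whole gene span counted, so the 2 counts are not alike. LOC23687751 (150963290 to 151661822) overlapped 83 peaks, LOC110678344 (151955864 to 152241832) overlapped 7 or 8 and LOC110678376 (152616641 to 152718167) overlapped 1.

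**Figure D2:**
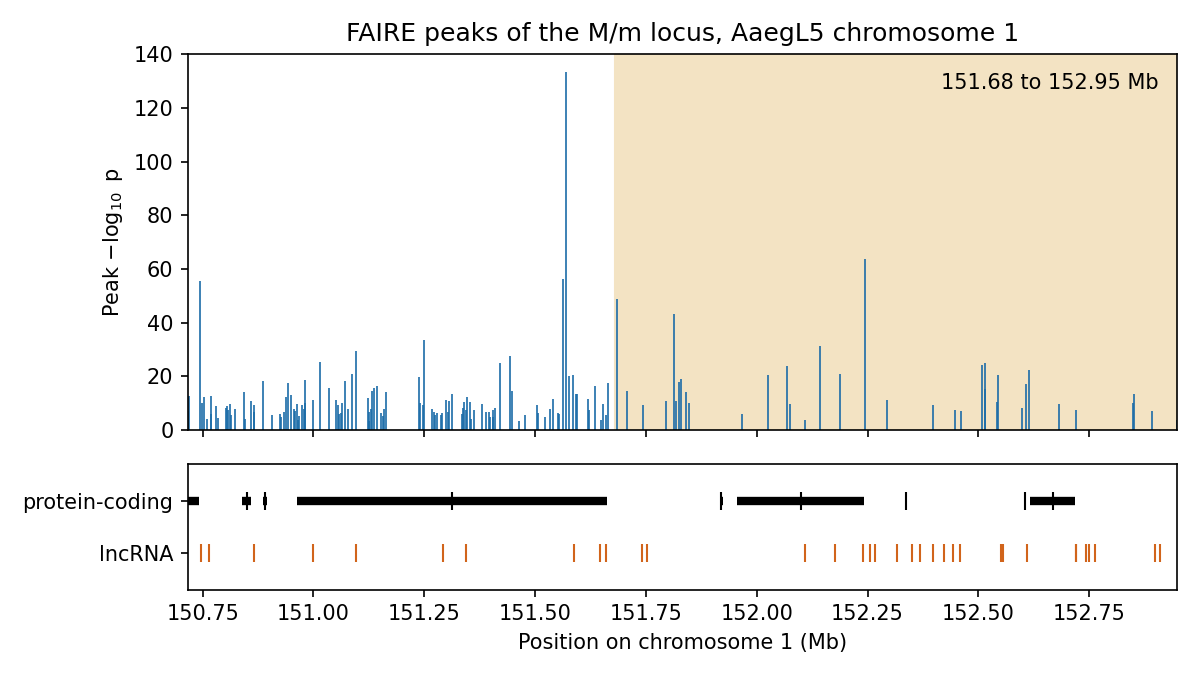
FAIRE peaks of the M/m locus on chromosome 1 of AaegL5, with position (Mb) on the horizontal axis and the −log10 p of each peak as the height of its line. Bars and ticks below mark protein-coding and lncRNA genes of RefSeq, and the shaded part is the narrower region with 36 of the 151 peaks.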

We analyzed the FAIRE peaks in a ~ 1.5 Mb region (151.68–152.95 Mb) in the predicted M/m locus (see Table 3, [18]). Peaks were associated with the TSSs (within 2.5 kb upstream) of five *long non-coding RNA (lncRNA)* genes: *AAEL020975, AAEL022711, AAEL024704, AAEL025015,* and *AAEL026346*. FAIRE elements were also associated with two protein-coding genes*, Nix* and *myo-sex*. *Nix*, which encodes a male-determining factor that is necessary and sufficient to drive male-specific development in *A. aegypti* [11], overalapped with FAIRE peaks located at the TSS and within an intron of this gene. The *myo-sex* gene, which is required for *A. aegypti* male flight [1, 10], is associated with eight intronic FAIRE peaks. FAIRE elements associated with these M/m locus genes (Table 3) may function as CREs that regulate sex-specific gene expression in *A. aegypti*.

**Table 3:** FAIRE Peak-Gene Overlaps in the M/m Locus. We analyzed the FAIRE peaks in a 2.2 Mb region (1:150716898–152,949,239) in the predicted M/m locus. 10 protein-coding and 36 long-noncoding RNA genes were located in the region. For genes with FAIRE peak overlaps, we listed the gene IDs, names (if known), gene types (protein-coding or long noncoding RNA), whether the transcription start site (2.5 Kbp upstream region) was overlapped by a FAIRE peak, and the number of FAIRE peaks overlapping introns of each gene

Gene ID	Gene Name	Gene Type	TSS Overlapped by FAIRE Peaks	Number of Peaks Overlapping Introns
AAEL020975		lncRNA	X	
AAEL021838	*myo-sex*	protein		8
AAEL022711		lncRNA	X	
AAEL022912	*Nix*	protein	X	1
AAEL024704		lncRNA	X	
AAEL025015		lncRNA	X	
AAEL026346		lncRNA	X	

FAIRE-seq mapping of open chromatin associated with the M/m locus represents a first glimpse at regions that could potentially have different chromatin signatures in male and female mosquitoes. The FAIRE DNA sequenced by Behura et al. [3] was prepared from a combination of male and female embryos. It would be interesting to pursue separate FAIRE-seq analyses in male vs. female mosquitoes, particularly once complete sequence information is available for the entire M and m regions. This would permit a more detailed understanding of both genetic, as well as epigenetic, differences between the two sexes. It is also interesting to note the many FAIRE elements associated with lncRNA genes residing at the M/m locus (Table 3). 

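Over the whole region of Table 3, many lncRNA genes had FAIRE peaks nearby. Their share was not distinguishable from that of lncRNA genes elsewhere on chromosome 1. In the part from 151.68 to 152.95 Mb the share was lower. The other part of the region adds 10 lncRNA genes from a stretch with 119 peaks per Mb. Of 35 lncRNA genes of RefSeq in the region of Table 3, 16 had FAIRE peaks over at least 10% of the 2500 bp outside either end (45.7%, exact 95% interval 28.8 to 63.4%). On the rest of chromosome 1, 502 of 888 did (56.5%, odds ratio 0.65, Fisher's exact test, two-sided, p = 0.227). For 5 of the 35 genes the answer changed with the reading of the open digits, and 16 is the mean over readings. A peak overlapped the span of 9 of the 35 genes. Examples are LOC110678350 (152107761 to 152108630) and LOC110674522 (152720545 to 152721237), each overlapped by 1 peak and with peaks at an end, and LOC110674512 (150865269 to 150865972), overlapped by 2. No peak lay in or at the ends of LOC110674524 (152896993 to 152897845) or LOC110678382 (152761889 to 152763338). These genes were named after their values were seen. In the narrower region from 151.68 to 152.95 Mb, 7 of 25 lncRNA genes had a peak at an end (28.0%, odds ratio 0.29, Fisher's exact test, p = 0.00667), against 56.9% elsewhere on the chromosome, although genes of 1 region are not independent. All 5 genes that changed with the reading lie there, and single readings gave 6 to 9 genes (Fisher's exact test, p = 0.00159 to 0.0421). A count of the 10 genes with a peak at an end in any reading, which no single reading reached, would not pass the test (odds ratio 0.50, Fisher's exact test, p = 0.104), and 5 genes had one in every reading. Peaks were sparse in this stretch as a whole, and 2 of its 5 protein-coding genes had a peak at an end, against 66.0% elsewhere on the chromosome (odds ratio 0.34, Fisher's exact test, p = 0.345), so the low share is not shown to be particular to lncRNA genes. Both ends of each gene were used, since strand was not known, and the identifiers of Table 3 were not matched to RefSeq symbols.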

Although the roles of these genes have not yet been described in *A. aegypti,* our detection of open chromatin within and flanking these genes suggests that lncRNAs could play critical roles in the regulation of sex-specific development and differentiation.

## Conclusion

Next-generation sequencing (NGS) drove a massive increase in genome sequencing by lowering costs and increasing per-base calling quality. Unfortunately, many of the resulting assemblies were fragmented. NGS has recently been combined with long-read and chromosome conformation capture (e.g., Hi-C) sequencing to produce new, vastly improved genome assemblies [7]. Resequencing and reassembly of *A. aegypti* demonstrated the power of these techniques, and many genomes will likely be re-sequenced and re-assembled in the next few years, particularly through efforts such as the Earth BioGenome project [14]. The approaches developed here will be useful to other researchers facing similar needs to reprocess functional genomics data for these updated genome assemblies.

We updated whole-embryo *A. aegypti* FAIRE sequencing data for the new AaegL5 genome assembly and validated the reprocessed data to ensure consistency with the previous FAIRE peaks. The resulting FAIRE peak lists are available to the public through the NIH GEO (GSE162150), where they will continue to be available to the insect vector community. Additionally, we anticipate that PeakMatcher will be useful to other researchers who are validating re-annotated DNA enrichment assay (e.g., ChIP-Seq, DNase-Seq, or STARR-Seq) data on updated genome assemblies.

## Methods

### FAIRE peak processing

FAIRE-Sequencing of *A. aegypti* whole embryos was originally performed by Behura, et al. [3]. Raw FAIRE-Seq sequencing data were downloaded from the NIH SRA (SRR2530418, SRR25304189, and SRR25304120). The *A. aegypti* AaegL3.5 [22] and AaegL5.2 [18] genomes and gene sets retrieved from Vectorbase [8]. 382,611,452, 341,380,350, and 296,902,904 sequencing reads were cleaned with trimmomatic (ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36) [4]; 340,532,066, 305,899,612, and 274,957,716 paired reads survived cleaning.

The paired reads were aligned to the two reference genomes using BWA backtrack [15], and filtered with SAMtools [16] to remove reads with mapping qualities < 10, unmapped reads, and secondary alignments of reads. 179,608,283, 152,618,302, and 148,862,656 (total of 52.2%) and 171,583,885, 145,715,076, and 142,034,403 (total of 49.9%) of the reads aligned to AaegL3 and AaegL5, respectively, survived filtering. 92.6 and 92.5% of the AaegL3- and AaegL5-aligned reads were properly paired. 57.0 and 56.9% of the AaegL3- and AaegL5-aligned reads were identified as duplicates by Picard tools [24]. (Note that we did not subsequently filter out duplicate reads since MACS already does so as part of its workflow.) Average read lengths were similar across the two sets of alignments; the average lengths were 97, 96, and 97 bp, respectively, for each biological replicate. Insert sizes of 134.6 ± 16.6, 141.2 ± 19.0, and 135.8 ± 16.9 (AaegL3) and 135.0 ± 17.3, 240.5 ± 873.2, and 136.2 ± 17.5 (AaegL5) bp were observed.

Peaks were called from pooled alignments of the three biological replicates using MACS2 [32] (−t rep1.bam rep2.bam rep3.bam --nomodel -p 0.01 --extsize 550 -g 1.24e9). No controls were used. We used the default single-ended mode (BAM) which uses the 5′ end tag, disabled the shifting model (−-nomodel), used a *p*-value cutoff of 0.01 (in place of false discovery rate control), a shift size of 550 bp (−-extsize 500 bp), and an estimated mappable genome size of 1240 Mb to match the parameters used in [3] and facilitate comparison.

### Peak-genomic element overlap enrichment analysis

Gene and exon coordinates were extracted from GFF3 files. Intronic regions were calculated by subtracting exon intervals from gene intervals using BEDtools [25, 26] subtract (default parameters). TSSs were identified as 500 bp windows upstream (positive strand) or downstream (negative strand) of genes using custom Python scripts.

Peak and element intervals were sorted by chromosome and then starting position using “sort -k 1,1 -k2,2n.” Overlaps between FAIRE peaks and genomic elements were determined with “bedtools intersect -a elements.bed -b peaks.bed -f 0.1”. Enrichment in peak-element overlaps was calculated using the following equations:

$$ \mathrm{fraction}\ \mathrm{of}\ \mathrm{peak}\mathrm{s}=\mathrm{observed}\ \mathrm{peak}-\mathrm{element}\ \mathrm{intersection}\ \left(\mathrm{bp}\right)/\mathrm{total}\ \mathrm{peak}\ \mathrm{coverage}\ \left(\mathrm{bp}\right) $$

fraction of genome = total element coverage (bp)/genome size (bp)

$$ \mathrm{enrichment}=\mathrm{fraction}\ \mathrm{of}\ \mathrm{peaks}/\mathrm{fraction}\ \mathrm{of}\ \mathrm{genome} $$

### Matching peaks across genome versions

The PeakMatcher method identifies corresponding peaks called for two different genome assembly versions from the same DNA enrichment assay sequencing data. One genome (usually the older genome which has been previously validated) is defined as the source genome, and the second genome (usually the new genome to be validated) is defined to be the target genome.

PeakMatcher operates in two steps (see Fig. 2). First, peaks from the source genome are associated with aligned reads. PeakMatcher takes the peak lists (e.g., generated by MACS2) and a source genome BAM file as inputs. Each peak is represented as a tuple of four elements (chromosome, start position, end position, peak and name) and an interval tree of peaks is constructed for each molecule (e.g., chromosome, chromosome arm, or scaffold). Interval trees are a specialized type of search tree data structure that enable fast O (log N) overlap queries (e.g., return all intervals in the tree that overlap a given query interval) [6]. Every read in the BAM file is represented as a tuple of three elements (chromosome, start position, and end position) and used to query the tree for overlaps with the called peaks. A list of read-peak names pairs is output.

**Fig. 2:**
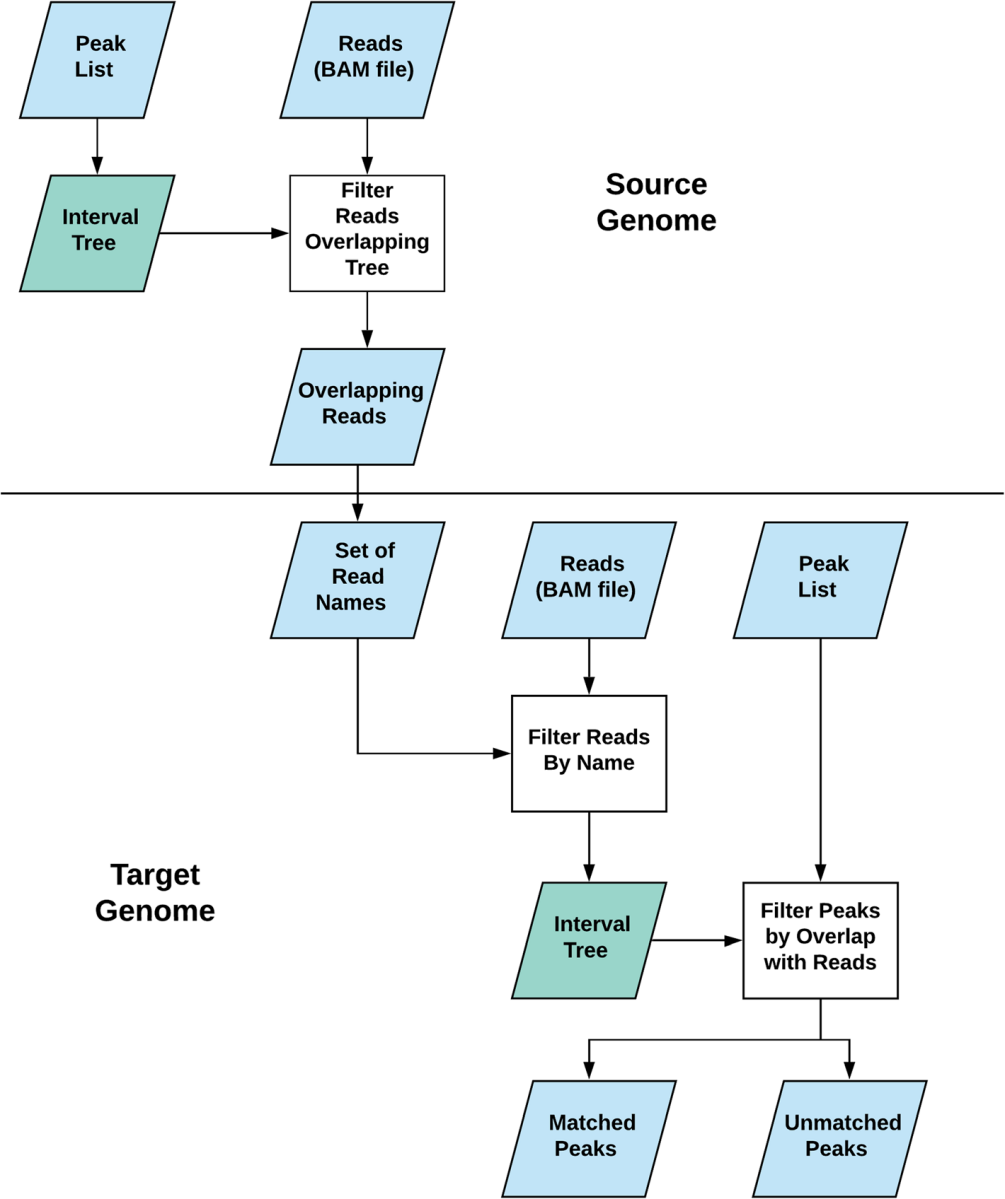
PeakMatcher Workflow. PeakMatcher matches each peak in the source genome to one or more corresponding peaks in the target genome. PeakMatcher finds the sequencing reads that overlap each peak and outputs a table of peak and read names. In the second step, sequencing reads aligned to the target genome are identified for overlapping peaks in the target genome. The mappings of read names to peaks are used to match peaks from the source and target genomes. The final many-to-many table of source and target peaks is output to a text file

In the second step, peaks from the source genome are associated with corresponding peaks from the target genome. In the same fashion as the source genome, an interval tree is constructed from the target genome peak list, and the tree is queried to find peaks overlapping each read. A list of target peak-read pairs is generated, and the original list of source peak-read pairs is read in. The two lists are joined on the read names to generate a final list of “matched” peaks as peak-peak pairs.

AaegL3 FAIRE peaks were matched to AaegL5 FAIRE peaks using this method. Sixteen experimentally validated AaegL3 FAIRE peaks listed in Table 2 of Behura, et al. [3] and Table 1 of Mysore, et al. [21] were identified for further validation. The Vectorbase genome browser was used to manually inspect the regions around each peak pair to confirm the match by verifying that neighboring genes in AegL3 for each peak were present in AaegL5.

### RNA-Seq analysis

RNA-Seq data were retrieved from Akbari, et al. [2]. Genes were partitioned into high and low differential expression groups using a FPKM threshold of 1. TSSs for each gene present were extracted as described above. Overlaps between TSSs and peaks were determined using the BEDtools intersect command: “bedtools intersect -a promoters.bed -b peaks.bed -wa -F 0.1 -u”. Statistical differences in promoter overlap counts were confirmed with a Chi-squared test.

### *M/m* locus

We followed the procedure described in the genomic element overlap section above to analyze the *M/m* locus. We restricted our analysis to FAIRE peaks, introns, and TSSs overlapping the *M/m* locus region (1:151.68–152.95 Mb).

## Data Availability

The original FAIRE sequencing data from Behura, et al. [3] is available from the NIH SRA (SRR2530418, SRR25304189, and SRR25304120). We made our re-processed AaegL3 and AaegL5 FAIRE peak lists available through the NIH GEO (GSE162150). The PeakMatcher software is hosted under a separate GitHub repository (https://github.com/rnowling/peak-matcher). The software is licensed under the open-source Apache Software License v2.

## Abbreviations

AaegL3: *A. aegypti* genome assembly version 3
AaegL5: *A. aegypti* genome assembly version 5
bp: Base pair
CRE: *cis*-regulatory element
FAIRE-Seq: Formaldehyde-Assisted Identification of Regulatory Elements combined with next-generation sequencing
Hi-C: High-throughput chromosome conformation sequencing
lncRNA: Long non-coding RNA
pp: Percentage point
RNA-Seq: RNA sequencing
TSS: Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

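FAIRE-seq of whole *A. aegypti* embryos of 49 to 51 h after egg laying was analysed from 2 lists of peaks, 1 for AaegL3 and 1 for AaegL5. The 3 biological replicates had been pooled before peaks were called, so the lists hold no values per replicate, no replicate could be left out, and no test of differences between replicates was possible. By the paper's methods and the submitters' processing notes, the authors cleaned reads with Trimmomatic, aligned them with BWA backtrack, kept reads with a mapping quality of at least 10 by SAMtools, and called peaks with MACS2 at a p of 0.01 with an extension size of 550 bp, a mappable genome of 1240 Mb and no control. Versions of these tools are not given in the sources used here. Reads identified as duplicates made up 57.0% of the AaegL3 and 56.9% of the AaegL5 alignments by the paper, and MACS2 drops duplicates by default. With no control, open chromatin is not separated from regions of high copy number or uneven mapping.

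In the deposited lists, the authors give each peak a fold enrichment over the background (a ratio), a −log10 p, a −log10 q and a score that follows from the −log10 p. These values were used only to describe, rank and filter peaks within a list, apart from the correlation over the matched enhancers of Table 2. Positions in the lists count from 0 and are printed here counting from 1.

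The AaegL5 list used here holds no digit 3. Readings of each 5 as 3 or 5 were kept where peaks stayed in order without overlap, were 550 to 7000 bp wide, held their summit and lay within the possible length of the chromosome. A single reading was left for 24.4% of peaks. The −log10 p and q were read together, since q rises with p within a list, with a tolerance of 0.1 around the curve of their difference. Remaining readings were weighted by how common their width was in the list, and 20 random readings of the whole list were drawn. The limit of 7000 bp was taken from the axis of the paper's plot of peak widths. The method was tested on simulated data, the AaegL3 list with the same replacement. The true reading was kept for 100% of 124957 peaks, which was fixed in advance because these peaks meet the limits. It does not show that the limits hold for AaegL5. The mean width was off by 0.53%, and drawn starts lay within 250 bp of the truth for 97.5% of peaks. The −log10 p lay within 0.1 for 99.6%, with 5 peaks off by more than 1. No peak with a true −log10 p above 295.0 came back to within 1, so the strongest peaks of the trial were among those misread.

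Genes were taken from a RefSeq gene table of the AaegL5.0 assembly with 19623 genes, 18034 of them on chromosomes 1 to 3, which gives neither strand nor exons nor VectorBase identifiers. The planned TSS windows were therefore replaced by windows of 500 bp (2500 bp in the M/m locus) outside both ends of each gene. For coverage, a window counted if at least 10% of it was covered by all peaks together and ratios were taken to chromosomes 1 to 3, whereas the paper applied this share to single overlaps and divided by the size of the genome. Here every covered base of gene spans and of the sequence between genes counted. For shares of genes, at least 10% of a peak had to lie in the window, except in the M/m locus, where at least 10% of the window had to be covered. Enrichment was tested with 1000 circular shifts along each chromosome, and shares of genes were set beside 100 shifts. The M/m locus was compared with 10000 random windows of its length, leaving out those that overlapped it. Such windows overlap each other, so their p was set no lower than the number of windows that fit side by side allows, 533 on the chromosomes and 16 within 20 Mb of the locus. Counts were compared with Fisher's exact test, and intervals are exact 95% binomial intervals that cover counting error only. Correlations used 100000 permutations. All tests were two-sided apart from the random placement of the 16 enhancers, which was one-sided. Circular shifts of windows at genes and random windows of the M/m locus doubled the smaller tail, while comparisons of peak deciles, of chromosome parts and of density along chromosomes, and the correlations, counted values as large in absolute size, so the smallest p for a given number of permutations differs between them. Random seeds were fixed, and the work was done in numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

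The genes to be named and most alternatives were fixed before the data were examined. The genes were those the paper names, the nearest gene to each AaegL5 peak of Table 2, and genes at the 20 strongest peaks. Coordinates in Table 2 of the paper had been seen by then. Genes the paper names by VectorBase identifier were not matched, and the lncRNA examples of the M/m locus, like its protein-coding genes, were chosen after their values were seen. These alternatives were a q below 0.05, a −log10 p of at least 5, other rules of overlap, other windows, protein-coding genes alone, another extent of the M/m locus and random windows on chromosome 1. Exons, introns, classes of genes by product, expression groups from RNA-seq, GC-matched genes, repeats and the matching of peaks by shared reads were not analysed here.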

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

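The mitochondrial genome, which the paper does not discuss, held some of the strongest FAIRE peaks in each list. In AaegL3 the peak from 1 to 2219 had the highest −log10 p of the list, 373.7, with a fold enrichment of 6.78, and the peak from 15377 to 16655 ranked 10 with a −log10 p of 236.3. In AaegL5 the mitochondrial genome held 5 peaks, and the strongest, which starts at 1, ranked 2 with a −log10 p of 292.2. No control library was part of the peak calls, and no explanation was tested.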

How the results depend on the processing

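The narrowest and widest possible peaks, the peaks open by at most 25 bp, the share of 10% for gene spans and the sequence between genes, the windows within 20 Mb and those with a similar number of genes were chosen after seeing the data. Enrichment at gene ends, the small excess in gene spans and the deficit between genes, the lower share of lncRNA genes and the excess of strong peaks at gene ends kept their direction and their side of 0.05 under each alternative run for them, where enrichment is taken against shifted positions. Against the covered share of the chromosomes instead, the excess in gene spans turned into a ratio of 0.904 when at least 10% of a span had to be covered (1.08 times shifted positions), since that rule removes the bases of sparsely covered spans. Enrichment at gene ends ranged from 1.26 times (2500 bp windows) to 2.80 times (protein-coding genes). Chromosome shares stayed within their intervals, and peak counts and the counts of enhancers within 1.5 times. With a q below 0.05, the mean width was 1128 bp in AaegL3 and 1144 bp in AaegL5, and the covered length 140.96 and 146.76 Mbp. With a −log10 p of at least 5, mean widths were 1209 and 1221 bp and covered lengths 123.04 and 128.42 Mbp, since narrow peaks were dropped. The narrowest possible AaegL5 peaks gave 1102 bp and 141.4 Mbp and the widest 1498 bp and 192.2 Mbp. Protein-coding genes with a peak at an end made up 61.4% with a −log10 p of at least 5, 69.9% with any overlapping base, 27.5% with the summit in the window and 75.9% with windows of 2500 bp. The low number of peaks in the M/m locus passed 0.05 only in the region from 151.68 to 152.95 Mb (percentile 0.33), and so did the lower share of lncRNA genes (odds ratio 0.29 in that region), for which the cause was not tested. No paired analysis was possible because the replicates were pooled before peaks were called, and for the same reason no replicate was left out. Not run were the alternatives that need a genome sequence or gene products: bases that are neither N nor repeats, GC-matched genes and all those for classes of genes.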

Differences from the paper's values

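The paper reports 6712 additional FAIRE peaks in AaegL5, counted against the original AaegL3 list, and the lists analysed here gave 3348, counted against the re-processed AaegL3 list. The original list was not analysed here. Of the alternatives set before the data were examined, a q below 0.05 gave 3350 and a −log10 p of at least 5 gave 3446, and neither comes within 1.5 times of the paper's value.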

Other observations

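Each chromosome was split into 3 parts of about equal length, and the middle part held more FAIRE peaks than the outer parts. On chromosome 1 the parts held 75.8, 117.4 and 92.7 peaks per Mb in order, on chromosome 2 101.6, 125.5 and 107.3, and on chromosome 3 99.5, 123.2 and 102.6. The middle exceeded the outer parts by 25.4 peaks per Mb on average (1000 circular permutations, two-sided p = 0.002), although for single chromosomes the p was 0.0949, 0.1548 and 0.045. For protein-coding genes the same difference was -0.946 per Mb (permutation p = 0.1658). The comparison of the parts and the extremes below were chosen after seeing the data. The bin of 1 Mb with the fewest peaks, 11, began at 34 Mb of chromosome 1 and held 15 protein-coding genes, and the bin that began at 341 Mb of chromosome 3 held 18 peaks and 232 protein-coding genes.

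Of the very strongest peaks, many lay far from genes. Of the 20 strongest peaks on the chromosomes, 4 lay within 2500 bp of a RefSeq gene (20.0%, exact 95% interval 5.73 to 43.7%), against 66.0% of all 126980 peaks (Fisher's exact test, two-sided, p = 3.37e-05). Of the 100 strongest, 58 did (Fisher's exact test, p = 0.113), and 740 of the 1000 strongest did (74.0%, p = 4.39e-08), more than among all peaks. The strongest lay on chromosome 3 from 313599389 or 313599589 to 313601188, with a −log10 p of 256.4, at 6063 bp from LOC5574943. Of these 20 peaks, those inside genes include peaks in LOC110679765 (−log10 p 234.3) and LOC5577238 (−log10 p 188.7) on chromosome 3. Some of the 20 are close neighbours, such as the peaks that start at 338998428 and 338999841 on chromosome 3, and are not independent. This comparison was chosen after seeing the data, so its p-values only describe these lists. Ranks rest on the recovered −log10 p, and in the trial on the AaegL3 list the strongest peaks were not recovered to within 1.

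A hypothesis was that peaks follow genes along the chromosomes. Over 1193 bins of 1 Mb, Spearman's rho between peaks and protein-coding genes was 0.129 (1000 circular shifts, two-sided p = 0.001, the smallest they can give for values as large in absolute size), while Pearson's r was 0.015. This r includes the bin of chromosome 3 with 18 peaks and 232 protein-coding genes, which can weigh heavily in it. No r without that bin was computed, so no conclusion is drawn from r. By rho any relation is weak, it was not seen on every chromosome, and bins are not independent replicates.

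Few FAIRE peaks were found in the M/m locus from 151.68 to 152.95 Mb, and the tests of technical explanations on this stretch were chosen only after the result was seen. Position near the middle of chromosome 1 argues for more peaks, not fewer, since 27 of 30 windows laid side by side within 20 Mb held more than the median window (90%, exact 95% interval 73.5 to 97.9%) and 0 of them held as few as the 36 peaks of the stretch. Windows of a similar number of genes do not decide on gene density: 124 of 217 lay above the median window (57.1%, 50.3 to 63.8%) and 1 was as low. That interval barely leaves out 50% and treats neighbouring windows as independent. The windows were also matched on all genes together, while the stretch held 25 lncRNA and 5 protein-coding genes. For the whole region of Table 3, which did not pass its test, percentile 3.95 among windows with a similar number of genes and percentile 0 by position near the middle of chromosome 1, within 20 Mb, rest on too few windows side by side (184 and 16) to decide. Lower copy number of male sequence in embryos of both sexes stays open, since peaks of the strongest decile numbered 10.2 per Mb (exact 95% Poisson interval 5.45 to 17.5) against 10.3 on the rest of chromosome 1, and so do repeats, reads lost between near-identical copies and differences between the sexes, which were not tested.

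The digit 3 occurs 0 times in the AaegL5 list used here, and the test of its replacement by 5 was chosen after this was seen. All 128307 peak names equal their place in the list after the replacement, and the 11 of 15 AaegL5 coordinates of Table 2 that hold a 3 occur in the list with 5 in its place. These values fit a replacement in the text of the list, and where it took place was not tested.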
